A study of Mus musculus with 2 samples.

How the data were processed

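Gene expression was measured by RNA sequencing in CT26 cells with a short hairpin RNA against Setdb1 and in control cells with the empty vector, with 1 library in each of the 2 groups. Groups were taken from the genotype and treatment given in the labels, and the columns were matched to the samples by the library names in the labels. Per the labels, cells were grown in RPMI medium with serum, RNA was extracted with TRIzol, and libraries were made with a NEBNext Ultra kit. The aligner, the counting program, the genome build and whether counting used strand are not stated in the labels or the file header, and no sequencing batch is given.

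The authors deposited FPKM values, per the file name and the column headers, for 54680 loci with the length of each gene model, its position and its type. Of these loci, 54532 carried Ensembl gene IDs and 148 were loci added by the authors without an Ensembl ID. Positions in the deposited table were compared with GENCODE M21 on the GRCm38 assembly. Of the 54495 IDs found there, every one lay on the same chromosome and 53585 (98.3%) had the same start and end, so coordinates are given in GRCm38. Reads were recovered from the deposited FPKM values as FPKM times gene length over a common step. All values above 0, 100% in both libraries, came out as whole numbers. The values showed that both libraries had been divided by the same depth of 18731117 reads, close to the geometric mean of the totals, and not each by its own total. The totals were 19045830 reads for the knockdown library and 18421604 for the control library, a ratio of 1.03. At this depth, 1340 reads against 317 gave a counting interval of 0.202 to 0.259 for the Setdb1 read ratio.

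From these values, log2 ratios of (FPKM + 1) were computed, knockdown over control, with a pseudocount of 1. Genes entered the counts and lists when FPKM was 1 or more in at least 1 library. With 1 library per group, no p-value was computed across conditions. The design fixed beforehand was followed apart from the CPM alternative and 1 gene of the rule for named genes, both described below. A gene was counted as changed at a 2-fold difference or more. Each gene list was placed by the percentile of its median among the medians of 10000 random lists of the same size, drawn in 20 bins of mean level. No percentile was given for lists with fewer than 5 members. Where a symbol stood on several loci, the locus with most reads was used. An exact binomial test of each gene's recovered reads against the libraries' totals, two-sided and with Benjamini-Hochberg adjustment over 10671 genes, was added as an alternative and gave 7945 genes with an adjusted p under 0.05. It compares the libraries, not the conditions. Ratios against 3 reads or fewer were computed against a floor of 3 reads and are given as folds of at least that size. Their counting intervals can start lower, since the floor is a convention.

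Genes named in the text followed a rule fixed before the data were examined, as did the 14 lists. The rule took Setdb1, the 6 highest and the 6 lowest ratios among protein-coding genes with a symbol and an FPKM of 5 or more in at least 1 library, and the highest and lowest member of each list with at least 5 members at 1 FPKM. It gave 34 genes, and 1 of them is not reported here. Of the other 33, 13 overlap another gene with reads and 10 share the protein match given in the authors' table with another locus, so their values are less certain. Genes outside this rule are said to have been chosen after their values were seen.

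Alternatives fixed before the data were examined were a pseudocount of 0.1, no filter or a filter at 5 FPKM, scaling by the median ratio, by the upper quartile or by the sum without the 100 highest genes, thresholds of 1.5-fold and 4-fold, protein-coding genes only, random lists matched on the control library, and means in place of medians. Added after seeing the data were scaling by the libraries' own read totals, a correction for GC content and gene length (lowess with a span of 0.3), reads added up over all loci with the same Swiss-Prot match in the authors' table, the binomial test, and counts without the loci added by the authors. A CPM alternative had been planned for raw counts. Since the deposited table held FPKM, log2(CPM + 1) was computed from the recovered reads, a choice made after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

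The calculations were tested on simulated data with reads drawn for 10671 genes, of which 200 were changed 4-fold. The changed genes were taken among those with 200 or more reads over both libraries. Reads were drawn with counting (Poisson) error only, without variation between cultures or from PCR. The results therefore do not give the rate of false calls between 2 real cultures. The 2-fold threshold found 186 of the 200 and called 17 of the 10471 unchanged genes. The binomial test found 200 and called 19 unchanged genes. A simulated list of 20 raised genes was at percentile 100, and 7 of 100 lists of unchanged genes stood apart. Transposable elements outside the annotated loci, splicing and gene ontology terms were not analysed here.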

Results

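Gene expression was measured by RNA sequencing of libraries made from total RNA of CT26 cells, a mouse colon cancer line. Cells of 1 group carried a lentiviral short hairpin RNA against Setdb1, which encodes a histone H3 lysine methyltransferase. Cells of the control group carried the empty knockdown vector, per the labels, which also name that library shCtrl and do not say whether the vector expressed any hairpin. Both cultures were collected after 6 days, when the labels describe the knockdown cells as changed in phenotype and differentiated. Each group had 1 library, so the differences below have no replicate check, and they describe these 2 libraries and not the conditions. Whole reads could be recovered for 100% of the values above 0. The knockdown library held 19045830 reads over 17078 genes and the control library 18421604 reads over 17126 genes. Protein-coding genes took 96.7% of the reads in both libraries, and the 100 genes with most reads took 22.4% in the knockdown library and 21.8% in the control library. Intervals given below are 95% exact binomial (Clopper-Pearson) intervals on the ratio of reads, each relative to its library's own total. They cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. Expression ratios are log2 ratios of (FPKM + 1), knockdown over control, a scale that understates the change of genes at low levels. FPKM is the number of fragments scaled by the length of the gene model and by depth. Here the depth was 18731117 reads for both libraries, so the main ratios still carry the 1.03 ratio of the read totals.

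Setdb1 (ENSMUSG00000015697) was examined first, as a check of the labels. The gene lies on the minus strand of chromosome 3, from 95323525 to 95357202 in the GRCm38 assembly. Its level was 10.4 FPKM (1340 reads) in the control library and 2.47 FPKM (317 reads) in the knockdown library, which is 23.7% of the control level. The log2 ratio was -1.72, and the read ratio was 0.229 with a counting interval of 0.202 to 0.259. Among the 533 genes of similar mean level, the Setdb1 ratio was at percentile 1.13. The annotated gene overlaps Cers2, and the strand used in counting is not stated, so some reads could belong to either gene. The alternative that moved this value most was log2(CPM + 1) of the recovered reads, with a ratio of -2.06.

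The comparison of the whole transcriptome asked how far the knockdown library departed from the control library. FPKM reached 1 in at least 1 library for 10671 genes. Across these genes, which are not independent replicates, log2(FPKM + 1) had a Pearson correlation of 0.933 between the libraries. The log2 ratio had a median of -0.00039 and quartiles of -0.36 and 0.38. In the knockdown library 727 genes were at least 2-fold higher and 518 at least 2-fold lower, together 11.7% of the genes. Of these, 579 and 389 were protein-coding. A pseudocount of 0.1 in place of 1 gave 1134 genes higher and 870 lower. An exact binomial test on the recovered reads, two-sided with Benjamini-Hochberg adjustment, compares those libraries, not the conditions. It gave an adjusted p under 0.05 for 7945 of the 10671 genes, 3681 higher and 4264 lower in the knockdown library, and 1162 genes passed both this test and the 2-fold threshold.

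**Figure D1:**
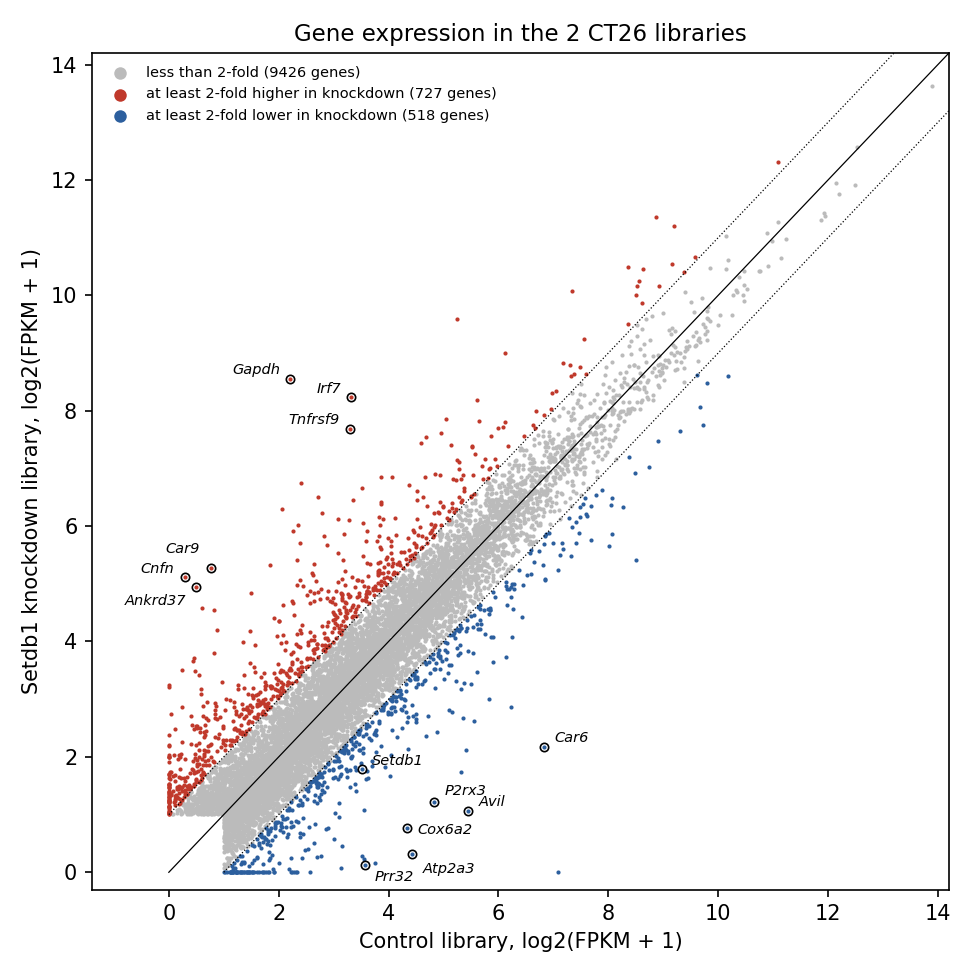
Expression of 10671 genes in the control library (horizontal axis) and the Setdb1 knockdown library (vertical axis), both as log2(FPKM + 1); each point is 1 gene, the solid line marks equal levels and the dotted lines a 2-fold difference of FPKM + 1. Red points are the 727 genes at least 2-fold higher and blue points the 518 at least 2-fold lower in the knockdown library, and circles mark Setdb1 and the 6 genes with the highest and the 6 with the lowest ratio by the rule for named genes.

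The 6 highest ratios among protein-coding genes that reached 5 FPKM belonged to Gapdh, Irf7, Cnfn, Car9, Ankrd37 and Tnfrsf9. Irf7 (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481) rose from 9.02 to 300.1 FPKM, a log2 ratio of 4.91, and its read ratio was 32.2 (29.7 to 34.9). Tnfrsf9 (ENSMUSG00000028965, chromosome 4, 150914562 to 150946102) was at 8.88 FPKM in the control library and 205 FPKM in the knockdown library, a log2 ratio of 4.38. Car9 (ENSMUSG00000028463, chromosome 4, 43506966 to 43513729) went from 30 to 1626 reads, and its log2 ratio was 4.51. Ankrd37 (ENSMUSG00000050914, chromosome 8, 45996902 to 46005707) went from 12 to 863 reads, with a log2 ratio of 4.45. Cnfn (ENSMUSG00000063651, chromosome 7, 25367620 to 25369724) had 3 reads in the control library and 455 in the knockdown library, which is at least 147-fold higher against a floor of 3 reads, with a counting interval of 49.9 to 714. Gapdh (ENSMUSG00000057666, chromosome 6, 125161715 to 125166467) had a log2 ratio of 6.34, from 3.63 to 375 FPKM. That value is uncertain, because 257 loci of the table match the same protein. With the reads of all these loci added up, the log2 ratio on the same scale was 1.58. The annotated models of Irf7, Tnfrsf9, Ankrd37 and Gapdh each overlap another gene with reads.

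The 6 lowest ratios belonged to Car6, Avil, Atp2a3, P2rx3, Cox6a2 and Prr32. Car6 (ENSMUSG00000028972, chromosome 4, 150187015 to 150201332) fell from 113 to 3.53 FPKM, a log2 ratio of -4.65 and a read ratio of 0.0302 (0.0250 to 0.0363). Avil (ENSMUSG00000025432, chromosome 10, 127000709 to 127020994) had 2706 reads in the control library and 70 in the knockdown library, a log2 ratio of -4.37. For Atp2a3 (ENSMUSG00000020788, chromosome 11, 72961169 to 72993044) the reads were 2038 and 24, and the log2 ratio was -4.12. P2rx3 (ENSMUSG00000027071, chromosome 2, 84998583 to 85037462) had 1439 reads in the control library against 70, a log2 ratio of -3.61. Cox6a2 (ENSMUSG00000030785, chromosome 7, 128205435 to 128206387) had 245 reads against 9, a log2 ratio of -3.57. Prr32 (ENSMUSG00000037086, chromosome X, 45090904 to 45092791) had 225 reads in the control library and 2 in the knockdown library, which is at least 77.5-fold lower against a floor of 3 reads, although the counting interval of the fold starts at 31.8. Of these genes, Avil and P2rx3 overlap another gene with reads.

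The labels describe the knockdown cells as differentiated, and 14 gene lists fixed beforehand asked which kinds of genes differed. For the 11 lists with at least 5 members at 1 FPKM or more in at least 1 library, the median log2 ratio was set against the medians of 10000 random lists of the same size, matched on mean level. A list was taken to stand apart when its median lay in the lowest or highest 2.5% of the random medians. This places a list within these libraries and is not a test between conditions.

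Neural and neuronal genes were few at this level of expression. Of 22 neural stem and progenitor genes, 8 reached 1 FPKM, with a median log2 ratio of 0.30 at percentile 92.3, which is within the random range. Their highest ratio was that of Sox2 (chromosome 3, 34650405 to 34652461), at 3.97 FPKM in the control library and 14.5 FPKM in the knockdown library, a log2 ratio of 1.64. The lowest was that of Pax6 at -0.29. Of 27 neuronal differentiation genes, 5 reached 1 FPKM, 4 of them higher in the knockdown library. Their median was 0.66 at percentile 98.2, just above the upper random bound of 0.61. This call did not hold without a filter on low values, when means replaced medians or when the ratios were corrected for GC content and gene length. The highest member was Nefl (chromosome 14, 68083863 to 68089095), from 1.60 to 9.68 FPKM (log2 ratio 2.04), and the lowest was Dpysl3, from 3866 to 2108 reads (log2 ratio -0.84). The annotated gene Nefl overlaps Nefm, the member that gave the median of 0.66. The strand used in counting is not stated, so these members could share reads. The other 22 neuronal genes had 54 reads in the control library and 13 in the knockdown library, all under 0.243 FPKM. Of the 25 intestinal epithelial genes, 4 reached 1 FPKM, too few for a percentile. These 4, named after their values were seen, were Krt18 (log2 ratio 1.23), Krt19 (1.30), Krt20 (2.59) and Klf5 (-0.44). Krt19 had 1 read in the control library and 53 in the knockdown library, which is at least 17.1-fold higher against a floor of 3 reads, although the counting interval of the fold starts at 8.81. The median of the 4 was 1.26, or 1.91 with Krt19 at its value against the floor, where it had the highest ratio of the 4.

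Interferon-stimulated genes had the largest shift of the 11 lists. Of 29 members, 28 were higher in the knockdown library and 24 at least 2-fold higher, and the median log2 ratio was 2.63 against random bounds of -0.23 and 0.23. Their summed reads were 13583 in the control library and 100940 in the knockdown library. Irf7 was highest, and Ifi27 (chromosome 12, 103434211 to 103440239) was the 1 member that was lower, from 98.5 to 52.1 FPKM (log2 ratio -0.91). Under upper-quartile scaling 2 members were lower in place of 1. Genes of MHC class I antigen presentation were also above the random range, with a median of 0.99 at percentile 100 and 18 of 21 members higher. H2-T23 (chromosome 17, 36029773 to 36032855) had the highest ratio, from 5.23 to 39.4 FPKM (log2 ratio 2.70), and Erap1 the lowest at -0.57. H2 genes are close paralogs, and how reads were divided among them is not stated.

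Ribosomal protein genes were lower in the knockdown library, with a median of -0.32 against random bounds of -0.17 and 0.13, and 71 of 76 members lower. Their summed reads were 1495536 in the control library and 1156983 in the knockdown library. Rpl13a was lowest at -0.85. The median of 16 p53 target genes was -0.35 at percentile 0.8, below the random range, with 10 members lower and 6 higher, but it was within that range without a filter on low values. Bbc3 (chromosome 7, 16308393 to 16318205) was lowest, from 36.9 to 13.8 FPKM (log2 ratio -1.36), and Btg2 highest at 0.999. For 17 mesenchymal and extracellular matrix genes the median was 0.37 at percentile 98.5, above the random range, while the mean of their ratios, 0.0860, was within it, as was the median without a filter or after correction for GC content and gene length. Their ratios ran from -1.99 for Snai2, which went from 363 to 63 reads, to 1.19 for Snai1, which went from 254 to 617 reads.

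The remaining lists were within the random range. Cell cycle genes had a median of 0.13 over 28 members at percentile 76.4, from -0.74 for Top2a to 1.61 for Ccne1, which rose from 15.5 to 49.2 FPKM. Chromatin modifier genes had a median of 0.04 over 23 members, which was below 0 under upper-quartile scaling, scaling without the 100 highest genes and scaling by the libraries' own read totals. Their ratios ran from -0.88 for Kdm1a to 0.54 for Hdac1. Proteasome genes had a median of 0.01 over 31 members, also below 0 under those 3 scalings, from -0.71 for Psmc2 to 0.83 for Psmd13. Psmc2 and Hdac1 share their protein match with other loci. Spliceosome genes had a median of -0.11 over 34 members at percentile 5.65, from -0.73 for Snrpa to 0.43 for Snrnp70.

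Clustered protocadherin and germline genes each had 1 member at 1 FPKM or more. Pcdhgc3, named after its values were seen, had a log2 ratio of 0.36 and shares its locus with other genes of the cluster. The other 56 protocadherin genes found had 505 reads in the control library and 453 in the knockdown library, none above 0.841 FPKM. The germline member was Rhox5, also named after its values were seen, with a log2 ratio of 0.29. The other 25 germline genes had 76 reads in each library. A rise of either family in the knockdown library was not detectable in these sums.

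**Figure D2:**
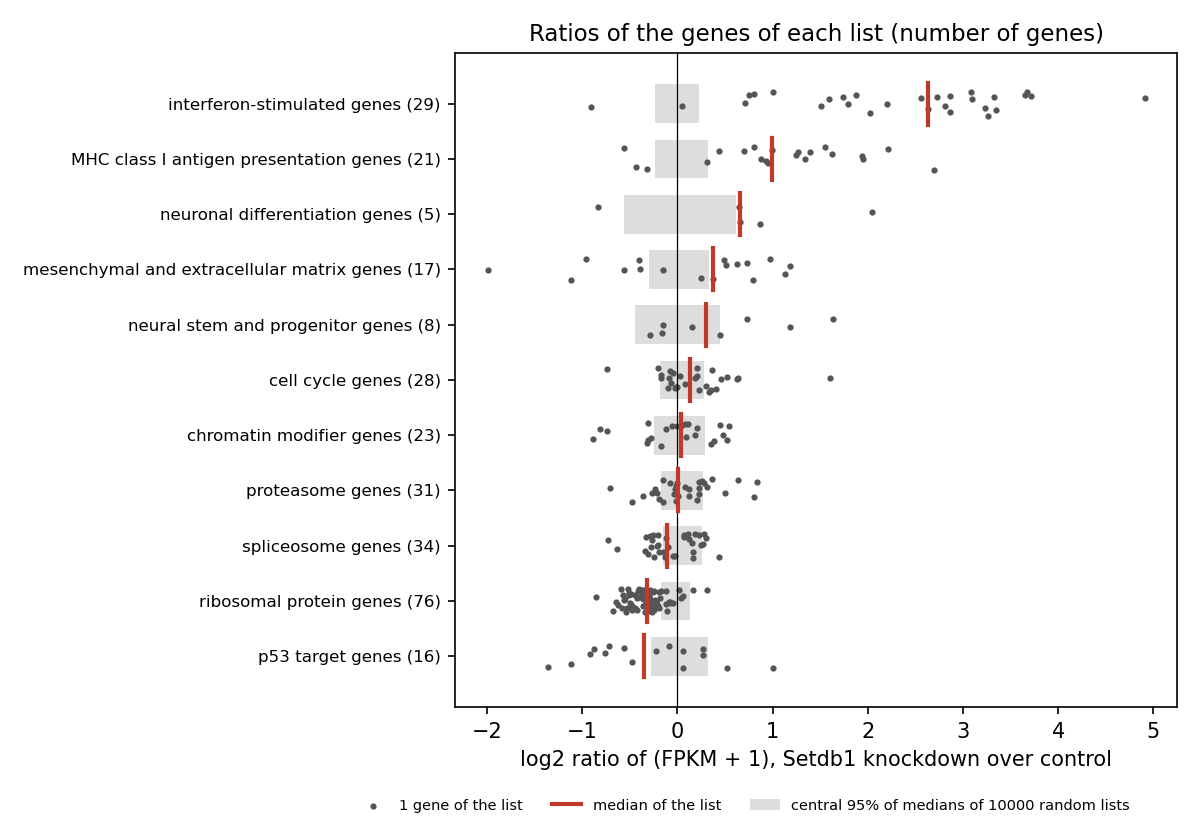
Log2 ratios of (FPKM + 1), knockdown over control (horizontal axis), for the members of the 11 gene lists with at least 5 members; each point is 1 gene, red ticks are list medians and grey bars the central 95% of the medians of 10000 random lists matched on level. The medians of interferon-stimulated genes (2.63) and MHC class I genes (0.99) lie to the right of their grey bars, as do those of neuronal differentiation genes (0.66) and mesenchymal genes (0.37) by a small margin, and those of ribosomal protein genes (-0.32) and p53 target genes (-0.35) lie to the left.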

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

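Scaling by own read totals, CPM, the GC content and length correction, Swiss-Prot sums, the binomial test and the removal of loci without an Ensembl ID were chosen after seeing the data, and the other alternatives before. Over 218 alternative values of the 17 planned results, 184 kept their side of the threshold without reversing, shifted by no more than the counting interval, or stayed within 1.5 times the count. Of the rest, 8 no longer stood apart or had too few members for a percentile, 17 moved and 9 reversed. Some of the 184 could not change. Without a filter the gene counts stay 727 and 518, since a 2-fold difference of FPKM + 1 needs at least 1 FPKM. A list with 1 member has the same mean as median. Among the scalings, the upper quartile moved the median log2 ratio of genes at 1 FPKM or more in both libraries most, to -0.0759.

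Interferon-stimulated genes kept a median between 2.31 (mean) and 2.97 (filter at 5 FPKM) and stayed above their random lists under all alternatives run. MHC class I genes, from 0.90 to 1.13, stayed above theirs, and ribosomal protein genes, from -0.41 to -0.30, stayed below.

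The Setdb1 ratio was -2.04 with a pseudocount of 0.1 and -2.06 on log2(CPM + 1), both away from 0, since both settings make the pseudocount smaller relative to the value. The gene counts changed with the pseudocount of 0.1 to 1134 higher and 870 lower. They were 1804 and 1523 at 1.5-fold and 116 and 56 at 4-fold, as those thresholds make them. Genes higher in the knockdown library made up 58.4% of the 2-fold genes, and 51.1% under upper-quartile scaling.

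Without a filter on low values, the medians of neural stem and progenitor, neuronal differentiation, clustered protocadherin, germline, intestinal epithelial and mesenchymal genes were all 0, because most of the added members had few or no reads. The neural stem and progenitor median stayed within its random lists. The p53 median was -0.0447 at percentile 19.3. With means in place of medians, neuronal genes were at 0.67 (percentile 97.4), mesenchymal genes at 0.0860 (percentile 59.8), intestinal genes at 1.17 and chromatin modifier genes at -0.0268. After correction for GC content and length, neuronal genes were at 0.45 (percentile 93.8), mesenchymal genes at 0.21 (percentile 92.0), protocadherin genes at 0.21 and intestinal genes at 1.06. With the filter at 5 FPKM, 4 neuronal genes were left, with a median of 0.65 and too few for a percentile. Intestinal genes were at 2.02 with a pseudocount of 0.1 and at 1.52 on log2(CPM + 1), and germline genes at 0.20 under upper-quartile scaling. Except where a reason is given, the cause was not tested.

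The medians of chromatin modifier and proteasome genes lay near 0 and reversed with the scaling. Chromatin modifier genes were at -0.0518 under upper-quartile scaling, -0.0241 without the 100 highest genes, -0.0121 with own read totals and -0.0123 on log2(CPM + 1). Proteasome genes were at -0.0740, -0.0483, -0.0372 and -0.0393 under the same 4. Both stayed within their random lists.

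Of 224 alternative values of the 32 other named genes, 199 shifted by no more than the wider side of the gene's counting interval. Another 25 moved further without changing direction and 0 reversed. That interval is wide for genes with few reads, so large shifts can pass. With a pseudocount of 0.1, Prr32 went from -3.43 to -5.80 and was still among the 199. Swiss-Prot sums cannot change a gene whose protein match is on 1 locus. Of the 25, 11 came with the pseudocount of 0.1, 6 with CPM, 5 with upper-quartile scaling, 2 with Swiss-Prot sums and 1 without the 100 highest genes.

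No paired analysis was possible because each group had 1 library, and for the same reason leaving out a library was impossible. The low lists rest on few reads: the 21 intestinal genes under 1 FPKM had 46 reads in the control library and 63 in the knockdown library in all. Whether depth or absent expression was the reason was not tested.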

Other observations

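The tests of hairpin RNA, of oxygen or cell density, of medium exhaustion, of mitochondrial RNA as a whole, of the size of the fall of nuclear respiratory chain genes, of the Gapdh loci and of the retroviral loci were chosen only after the results they bear on were seen. The hypoxia response, amino acid response and mitochondrial patterns were noticed in the data, and genes named here outside the report were chosen after their values were seen.

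The rise of the interferon-stimulated genes was weighed against 3 explanations. After correction for GC content and gene length their median log2 ratio was 2.58, still above random lists, which argues against such a bias as the whole cause. Leukocyte RNA mixed into the knockdown library is argued against by 20 leukocyte genes, with a median of 0 FPKM in that library and 10 of them without a read in either library. Cd14 and Cd53, the 2 at 1 FPKM or more in the knockdown library, were at 41.3 and 1.01 FPKM there and at 21.7 and 1.84 FPKM in the control library. Interferon-stimulated genes had a median of 22.4 FPKM there, against 2.30 FPKM in the control library. A response to the hairpin RNA itself cannot be told apart from an effect of Setdb1 loss, because the labels describe the control vector as empty and do not say whether it expressed any hairpin, and the median of 2.63 would follow from either. Of 21 interferon genes in the table, only Ifnb1 had reads, 1 in the control library and 5 in the knockdown library, too few to show a difference.

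Genes of the hypoxia response were higher in the knockdown library. Among 21 such genes picked after Car9 and Ankrd37 were seen, all 21 were higher, and the median was 2.01 after correction for GC content and gene length, above random lists. Bnip3 rose from 5.87 to 74.0 FPKM and Slc2a1 from 34.3 to 169 FPKM, while Vegfa changed little, from 47.8 to 53.3 FPKM, and Hif1a mRNA went from 6.09 to 3.78 FPKM. A second list, written before its values were seen, had 22 members with a median of 1.46, and 21 were higher, which argues against the choice of genes as the cause. It shares Lox with the mesenchymal list. The direction held under each of the 5 other scalings. A difference in oxygen or cell density between the 2 cultures cannot be told apart from an effect of the knockdown, with 1 culture per group, and the uncorrected median of 2.19 would follow from either. The medium and density at harvest could therefore be a candidate explanation, as could the knockdown.

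Genes of the amino acid response were lower in the knockdown library. Of 21 genes picked after their values were seen, 20 were lower, and the corrected median was -1.99. Trib3 fell from 362 to 41.6 FPKM, Asns from 424 to 129 FPKM, Slc7a5 from 267 to 57.1 FPKM and Atf4 from 479 to 178 FPKM. A second list, written before its values were seen, had a median of -1.30 over 29 members, 27 of them lower. Both lists kept this direction under the 5 other scalings. The first shares Sesn2 with the p53 list. Medium exhaustion that differed between the cultures cannot be told apart from an effect of the knockdown (median -1.93), since each group had 1 culture. High levels of these genes in the control library may mean that the control culture was short of amino acids at harvest, a hypothesis these data do not decide.

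The fall of the ribosomal protein genes was still there after correction for GC content and gene length, with a median of -0.41. It was also there with reads added up over all loci with the same protein match, with a median of -0.30. Both were below random lists, which argues against GC content and length bias, and against reads counted at other loci with the same match, as the whole cause. Reads left out of the counts because they match several loci cannot be restored by this sum, so their part stays open. An effect of the knockdown and a difference between the cultures both stay open.

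Mitochondrially encoded mRNAs were lower in the knockdown library for 12 of 12 genes under all 6 scalings, from 183000 reads to 101937, with a median log2 ratio of -1.17. The median was -0.93 after correction for GC content and gene length, below random lists. Of 44 nuclear genes of the respiratory chain, 0 were at least 2-fold lower under these scalings, against 8 or 9 of the 12 mRNAs, which argues against a fall of the nuclear genes as large as that of the mitochondrial mRNAs. Whether the whole chain was lower by a smaller amount stays open: 25 of the 44 were higher and 19 lower, with a median of 0.0672 at percentile 60, and under upper-quartile scaling 22 were higher and 22 lower, with a median of -0.0200. After correction for GC content and gene length the median of the 44 was 0.10 at percentile 93.7 with 0 at least 2-fold lower, against 5 of the 12 mRNAs. Loss of mitochondrial RNA as a whole is argued against by the mitochondrial rRNAs, whose log2 ratios were 0.30 for mt-Rnr2 and 1.40 for mt-Rnr1. These have few reads, 730 and 946 in the control library, and how rRNA was removed is not stated in the labels, so an effect of library preparation on them stays open.

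Gapdh is often used as a reference gene, and its locus had 0.663% of the reads of all 257 loci of its protein in the control library and 22.9% in the knockdown library. The processed pseudogene Gm13394 (chromosome 2, 28933610 to 28934609) had 96.2% and 74.8%. The log2 ratio of the summed reads over each library's own total was 1.53, or 1.58 on the scale of log2(FPKM + 1). On the read scale it lies within the range of 11 other glycolytic genes with their loci added up, 0.20 to 2.19, all higher in the knockdown library, and 10 of these are also in the hypoxia lists. Reads shared with pseudogenes are a candidate explanation for the ratio of 6.34 at the Gapdh locus, with a rise of about 2.89-fold for the family. Why the division among the loci differed between the libraries was not tested. On another scale, log2 ratios of reads + 1 over each library's own total, the summed ratio differed from the gene's own by more than 1 for 8 of the 1070 protein-coding genes that had 200 or more reads and shared a protein match with another locus with reads. Another pseudogene, Gm4342, had 929 reads in the control library and 0 in the knockdown library, at least 320-fold lower against a floor of 3 reads with a counting interval that starts at 259.9, but the 16 loci with its protein match had 16853 and 12487 reads when added up.

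Setdb1 is known for silencing retroviral sequences, and 39 annotated loci of the table with a retroviral protein match and 20 or more reads were examined. Their median log2 ratio on CPM was -0.54, at percentile 0.04 of random loci, with 17 higher and 22 lower. The 22 loci without an Ensembl ID had a median of -0.81 and the 17 with one a median of 0.16. Summed reads went from 26776 to 22172, but from 14909 to 16811 without the locus with most reads in the control library. Loci that went both ways and parts that differed in sign leave open whether these loci were released as a set. Of the 39, 8 were at least 2-fold higher and 14 at least 2-fold lower. The largest rise on CPM was at a locus on chromosome 4 (143975535 to 143981953), from 59 to 559 reads. The largest fall was at a locus on chromosome 15 (83194054 to 83199705), from 111 reads to 1. Most retroviral copies of the genome are outside these loci and were not analysed here.

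Whether the genes that rose follow each other along the chromosomes was examined in 8327 pairs of neighbours among 9339 protein-coding genes. This left out 992 pairs that overlap or whose symbols share their first 3 letters, a sign of a gene family. The 9339 are near the 9365 protein-coding genes that reached 1 FPKM, so genes at lower levels can lie between neighbours. Pairs can also span long distances, as Id2 and Rsad2 do on chromosome 12 (25093799 to 26456452). Both were at least 2-fold higher in 42 pairs, at the upper edge of the 95% range of 22 to 42 after shuffling, and 326 of 10000 shuffles gave as many. With the 992 pairs put back, 75 of 9319 pairs were both higher, above the shuffled range of 25 to 47, and 0 of 10000 shuffles gave as many. This second count was made after the first was seen. Of the 75 pairs, 33 were among the 992, where shared regulation of related genes or shared reads of overlapping genes could also raise both. For the 42 other pairs, release of silencing over domains cannot be told apart from chance placement, since the count equals the bound.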
